A study of Mus musculus with 6 samples. Its data were reported in "Transcription Factor EB Controls Metabolic Flexibility during Exercise" (2017).

How the data were processed

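Total RNA was measured in mouse skeletal muscle on Affymetrix expression arrays, in which each transcript is read by probe sets of short oligonucleotides. The 6 C57BL/6 mice were 1 month old per the labels, whereas the study's text speaks of adult animals, and the sources used here do not settle the age. In 3 mice the muscle had received an adeno-associated virus (AAV) carrying the murine Tfeb cDNA (TFEB overexpression group), and in 3 other mice an AAV carrying green fluorescent protein (GFP control group). Each mouse gave 1 array. The labels call the arrays biological replicates and number them 1 to 3 in each group.

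The values are those the authors deposited, on a log2 scale, as 1 value per probe set and array. Per the labels, the submitters' processing notes name the affy package and RMA (background correction, quantile normalization between arrays and summary of the probes of each probe set), with versions not stated. The log2 scale was read from the values, which ran from about 2.20 to 14.4 with no negative entry, and the median of each array lay between 6.44 and 6.56. No centring of genes was seen. Quantile normalization makes the arrays' value distributions nearly equal, so a change of most transcripts in 1 direction would be partly removed, and RMA compresses changes of very bright and very dim probe sets. Signal against background was not tested per probe set, since the probe-level files were not used here. Arrays carry no count depth, and their number limits the precision.

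The table held 22690 probe sets. The 64 Affymetrix control probe sets were left out, and 22626 were tested. GEO's platform annotation gave 1 gene symbol to 20380 of them, several to 691 and none to 1555. The Entrez identifiers of 20351 of the single-symbol probe sets were found in the RefSeq gene table of assembly GRCm38.p6, and 0 symbols needed an update. The array values have no genome build, so no coordinates are given. Each of the 12393 genes was represented by its probe set of highest mean over the 6 arrays. Probe sets with several symbols were not named. For 4 genes, Gmfb, Msl1, Pdlim5 and Zwint, different probe sets passed the threshold in opposite directions.

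The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 2-group model, two-sided), with Benjamini-Hochberg adjustment over the 22626 probe sets. A probe set passed the threshold at an adjusted p under 0.05 and a fold change of at least 1.5 in either direction, which are the limits named in the legend of the study's gene list. The text of the study's array methods was not among the sources used here, so the test itself is not necessarily the study's. The adjusted p-values of single genes below come from this limma fit, except where an alternative or a range over the alternatives is named. Each log2 fold change is TFEB overexpression minus GFP control, and ± gives its standard error (SE, n = 3 arrays per group). Over the 106 named genes the SE ran from 0.064 to 0.69.

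A set of 28 gene lists (pathways, muscle states and cell type markers) was written from textbook knowledge after reading the paper and before the data were examined, as were the tests, the thresholds, the rule for named genes and all alternatives except those named as added. Of 746 list entries, 656 had a probe set and 90 had none. Each list was compared with all other genes by limma's camera, with its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 28 lists, and again with a correlation estimated from the data. The self-contained test fry, which does not compare a list with other genes, was run as well. A further list held 21 genes of mitochondrial biogenesis and glucose handling, taken from those that the study measured by other methods. The study's NRF2, which it calls a nuclear respiratory factor, was entered as both Gabpa and Nfe2l2. The study's text does not name Nfe2l2, so its place in the list is uncertain.

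The genes named are every one of those 21 genes, the 6 largest rises and the 6 largest falls among genes at an adjusted p under 0.05 whose groups did not overlap, and for each list up to 4 members of smallest p past the threshold in its prevailing direction and up to 2 in the other. Where no member passed, the 2 of smallest p are named. Genes named outside this rule are those of opposed probe sets, those of RNA quality and some under other observations.

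The fit was tested on simulated data. For the comparison of TFEB overexpression with GFP control, 22626 probe sets were drawn from the real means and spreads and 200 were changed. The fit recovered 83% of the 2-fold and 92% of the 4-fold changes, with 4 false calls. Of the 28 lists, 1 was called with no change simulated, both lists shifted by 0.4 were recovered, and 1 other list was called with them. Means and spreads hold no correlation between genes. In the real data the correlation estimated within lists ran from -0.023 (neutrophils) to 0.92 (macrophages). The simulation therefore does not give the rate of false list calls in these data.

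The alternatives were an intensity trend with robust variance, the two-tailed test named in the study's general statistics (run per probe set with Benjamini-Hochberg), array weights, arrays shifted to equal medians, repeated quantile normalization, a filter at the 40th percentile of mean brightness, the replicate number as a block, leaving out each array, other thresholds, other ways of choosing 1 probe set per gene, and the other list tests. Shifting each array to the median of the fast fibre contractile genes, and giving a list without GFP control replicate 2 where its counts differed, were added after the data were examined. The replicate number was not used for pairing, since the mice of the groups were different animals. Scan dates and batches were not given in the sources used here, so batch effects could not be tested.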

Results

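Transcript levels were profiled in mouse skeletal muscle that had received AAV for TFEB, a basic helix-loop-helix transcription factor known for driving lysosomal and autophagy genes, or for GFP. The comparison addresses which transcripts differ in muscle that received TFEB. Each group held 3 arrays. The TFEB arrays were close to each other, with 45 to 101 probe sets differing over 2-fold between any pair of them. GFP control replicates 1 and 3 differed over 2-fold at 87 probe sets, whereas GFP control replicate 2 differed from them at 844 and 725. The first principal component separated the groups and held 68.4% of the variance.

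Tfeb, the gene delivered, was read by 1 probe set, which was lower in the TFEB group. Its mean log2 value was 8.51 ± 0.056 (SD, n = 3) in GFP control and 7.74 ± 0.16 (SD, n = 3) in the TFEB group, a log2 fold change of -0.77 ± 0.097 (SE, limma adjusted p = 0.0024). All 3 TFEB values, 7.92, 7.68 and 7.61, lay under the GFP values of 8.49, 8.47 and 8.58. The direction is opposite to what delivery of the gene would add. Where this probe set lies relative to the cDNA in the vector is not given in the sources used here, so it does not check whether the vector was expressed, and the group's name stands for what was delivered.

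The TFEB group showed a large rise of developmental muscle genes. Myh3, the embryonic myosin heavy chain, rose 52.7-fold (log2 fold change 5.72 ± 0.30 SE, adjusted p = 0.00029), and Myh8, the perinatal myosin heavy chain, rose 20.4-fold. The other largest rises were those of Hamp (24.4-fold), which encodes the iron-regulating hormone hepcidin, the prolactin family gene Prl7a2 (mean log2 value 2.86 to 7.41), Gpnmb (21.3-fold), a transmembrane glycoprotein gene known as a target of the MiT/TFE family, and Eno2 (20.5-fold), the neuronal enolase. The GFP means of Hamp, Prl7a2 and Eno2 were low (3.83, 2.86 and 3.63), where folds are the least precise, and that of Prl7a2 lay among those of the bacterial control probe sets for TrpnX (2.66 to 2.99), so its rise has no exact fold. The largest falls were those of 1700001O22Rik, lower 9.83-fold, Gdap1, a mitochondrial outer membrane gene, lower 6.76-fold, Fgfbp1, lower 6.62-fold, Ppp1r1a, an inhibitor of protein phosphatase 1, lower 5.83-fold, the collagen gene Col9a1, lower 5.01-fold, and the glucose transporter gene Slc2a3, lower 4.52-fold. Over the array, 3082 of 22626 probe sets passed the threshold, 1700 higher and 1382 lower. At the level of genes, 1675 of 12393 passed, 1068 higher and 607 lower. The number lower depended on the probe set taken per gene, since with the probe set of smallest p 1200 genes were higher and 966 lower. The groups did not overlap at 6336 genes, where chance gives 10%.

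The balance of higher and lower calls depended on how the arrays were scaled. Of the genes past the threshold 63.8% were higher as deposited, 54.2% with the arrays shifted to equal medians and 76.8% (1375 higher, 416 lower) with the arrays shifted to the median of the fast fibre contractile genes, a scaling added after the data were examined that moved the median log2 fold change of all probe sets by 0.10. With that scaling, 7 genes named below fell under the fold limit, Psmd7 (-0.53), Suclg2 (-0.56), Pink1 (-0.52), Acot2 (-0.56), Phkb (-0.58), Irs2 (-0.50) and Aurka (-0.53). With equal medians, more probe sets were lower (1789) than higher (1475). Without GFP control replicate 2, the array that stood apart, 2318 genes passed (1530 higher, 788 lower), and 1603 of the 1675 genes were among them. As a sign of RNA quality, the 3′ probe set of beta-actin exceeded its 5′ probe set by 0.037 to 0.077 in the GFP arrays and by 0.22 to 0.34 in the TFEB arrays (log2). For Gapdh the same difference ran from -0.071 to -0.061 in the GFP arrays and from -0.038 to 0.053 in the TFEB arrays, and the mean of the 18S ribosomal RNA probe sets lay at 12.01 to 12.45 in the GFP arrays and 11.16 to 11.81 in the TFEB arrays, so these signs differed by group.

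**Figure D1:**
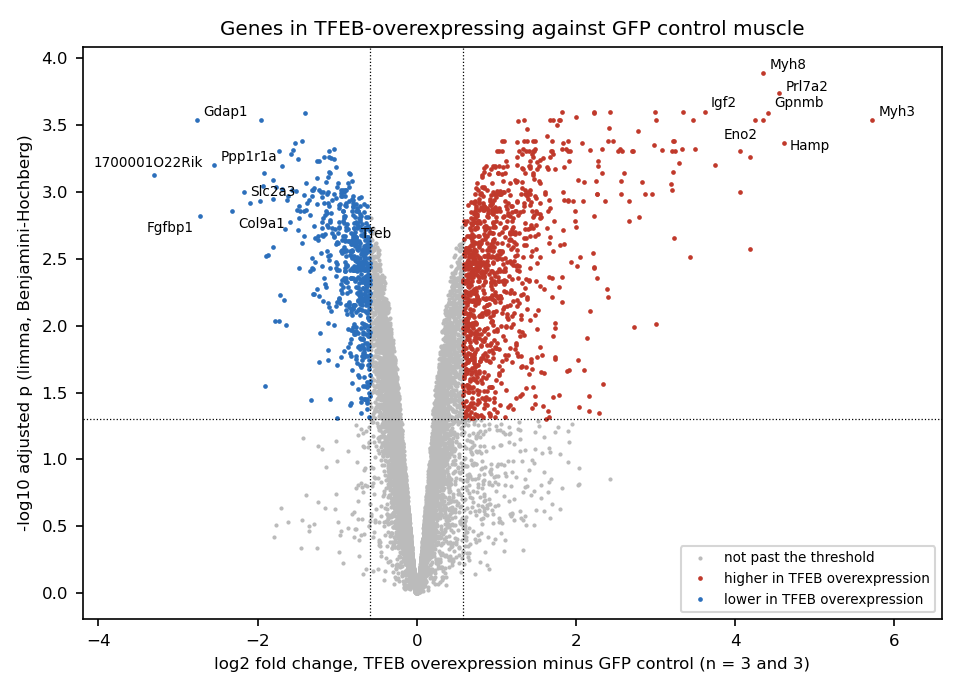
Each point is 1 of 12393 genes, with the log2 fold change of TFEB overexpression over GFP control (n = 3 and 3) on the horizontal axis and the -log10 of the limma adjusted p on the vertical axis. Dotted lines mark the thresholds of 0.05 and 1.5-fold, red points are the 1068 genes higher and blue points the 607 genes lower in the TFEB group.

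The next question was whether genes that regulate mitochondrial biogenesis and glucose use, which the study followed by other methods, changed on the arrays. The coactivator gene Ppargc1b rose 2.02-fold (log2 fold change 1.01 ± 0.070 SE, adjusted p = 0.00049), Hk1 and Hk2, which encode the hexokinases that trap glucose in the cell, rose 2.56-fold and 1.56-fold, the glucose transporter gene Slc2a1 (GLUT1) rose 1.67-fold and Nos1, the neuronal nitric oxide synthase, rose 2.38-fold. The respiratory regulator Nrf1 was lower 1.70-fold (adjusted p = 0.0012), and so was Tfeb, as given above. Tbc1d1 was higher by 0.39 ± 0.088 (adjusted p = 0.017), Slc2a4 (GLUT4) lower by a log2 fold change of -0.58 ± 0.12 (adjusted p = 0.013) and Ppard by -0.31 ± 0.092 (adjusted p = 0.041), all 3 under the fold limit.

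The remaining 11 genes of this list missed an adjusted p of 0.05. Among the regulators, the log2 fold change was -0.07 ± 0.13 for Ppargc1a, -0.31 ± 0.14 for Ppara, 0.15 ± 0.15 for Pparg, -0.21 ± 0.082 for Gabpa, 0.05 ± 0.070 for Nfe2l2 and 0.05 ± 0.084 for Tfam. The mitochondrial enzymes gave 0.08 ± 0.074 for Ndufa9, -0.03 ± 0.073 for Sdha, 0.00 ± 0.064 for Cox5a and 0.08 ± 0.066 for Cs. The glycogen synthase gene Gys1 gave 0.27 ± 0.088 (adjusted p = 0.058). Among the 21 genes, 7 passed the threshold, 5 higher and 2 lower, and the count was also 7 when adjusted over the list alone. The study measured the genes of this list, NRF2 under a single name, in muscle of the same design, so the list is not independent evidence of a direction. Slc2a4 passed the threshold without GFP control replicate 2 (-0.65), TFEB overexpression replicate 1 (-0.64) or TFEB overexpression replicate 2 (-0.64), with array weights (-0.62), with equal medians (-0.65) and with the mean of its probe sets (-0.75). Hk2 was under the fold limit without TFEB overexpression replicate 3, at 0.56, and with equal medians, at 0.58. With the mean of each gene's probe sets, Nrf1 (-0.25) and Slc2a1 (0.58) did not pass. Left-out arrays gave an adjusted p of up to 0.12 for Ppard, 0.054 for Tbc1d1 and 0.0501 for Slc2a4. With the two-tailed test of the study's general statistics after Benjamini-Hochberg, the adjusted p of Slc2a4 was 0.055. Ppara reached an adjusted p of 0.037 without GFP control replicate 2 (-0.42), against 0.31 without TFEB overexpression replicate 3. Over the alternatives the adjusted p ran from 0.046 to 0.36 for Gabpa and from 0.014 to 0.78 for Gys1.

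**Figure D2:**
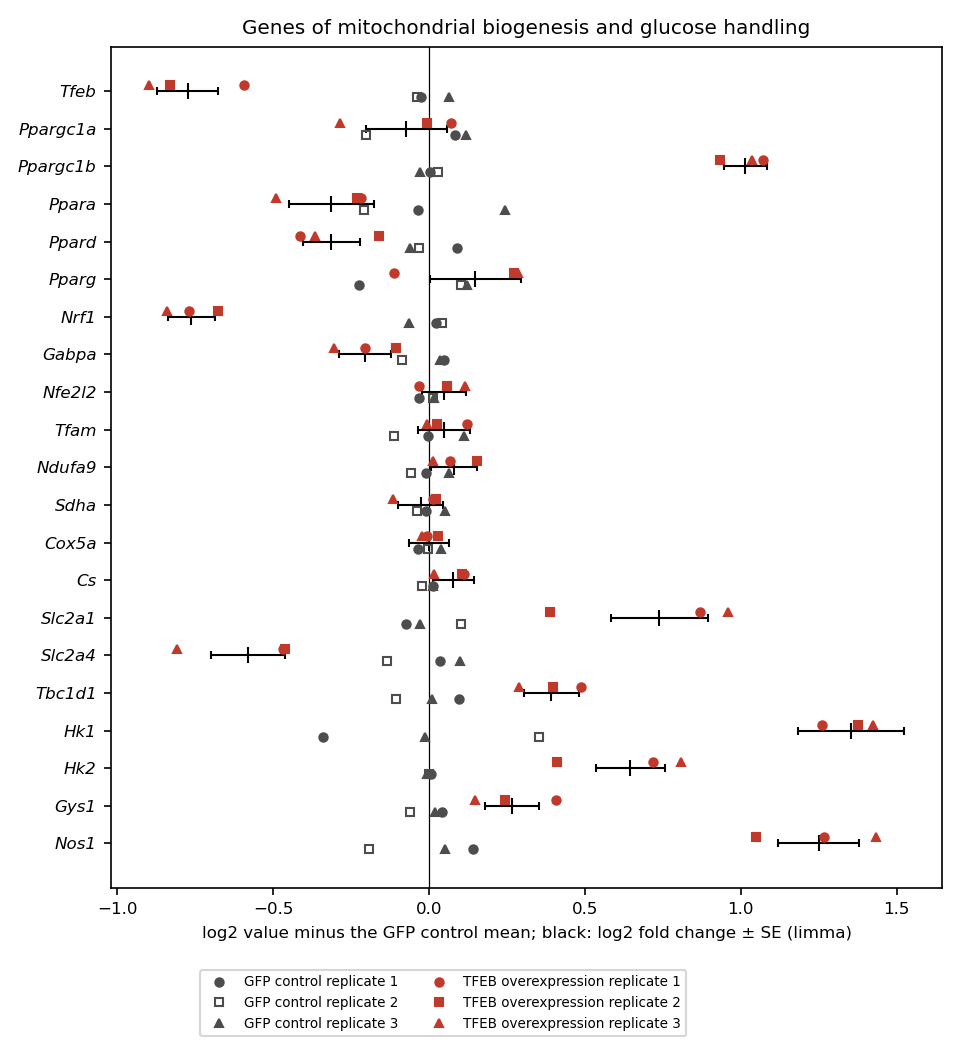
The log2 value of each array minus the GFP control mean is shown for the 21 genes, with GFP arrays in grey, TFEB arrays in red and the replicate given by the symbol, and the black bar gives the limma log2 fold change ± SE (n = 3 and 3). The TFEB arrays lie apart from the GFP arrays for Ppargc1b at 1.01 and for Nrf1 at -0.76.

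The lysosomal list was higher in the TFEB group by camera with its preset correlation, while most of its genes did not pass. Of 52 genes for lysosomal enzymes and membrane proteins, 10 rose, 1 fell and 41 did not pass (12 and 1 adjusted over the list alone). The cathepsin gene Ctsk rose 3.20-fold, the mannosidase gene Manba 1.94-fold, Igf2r, the receptor that sorts lysosomal enzymes, 1.69-fold and Ctsl 1.54-fold, whereas Npc1, the lysosomal cholesterol exporter, was lower 2.15-fold. The list was higher than other genes by camera (median log2 fold change 0.39, adjusted p = 2.7e-05). The call was lost with an estimated correlation (adjusted p = 0.81), and the list missed the threshold by fry (adjusted p = 0.053). The proton pump genes of the vacuolar ATPase were higher as a list (median 0.33, adjusted p = 0.0016, and adjusted p = 0.81 with an estimated correlation), with 3 of 19 past the threshold (4 adjusted over the list alone). These were Atp6ap2 (1.72-fold), Atp6v0e (1.64-fold) and Atp6v0a1 (1.51-fold). Without GFP control replicate 2, 19 of the 52 lysosomal genes were higher. In that array, 7 of the 52 were over 2-fold above the other controls and the list's mean deviation was 0.03, against -0.35 and -0.30 in the other controls and 0.09 to 0.29 in the TFEB arrays. Macrophages are rich in lysosomes and their markers moved too (list median 1.24), so the arrays do not tell in which cells the lysosomal genes rose. Atp6v0a1 was under the fold limit without that array (0.55) or without TFEB overexpression replicate 1 (0.51) or replicate 3 (0.54), as with array weights (0.55), equal medians (0.52) and repeated quantile normalization (0.56), and the mean of its probe sets was 0.07. Atp6ap2 missed the adjusted p without TFEB overexpression replicate 3 (adjusted p = 0.051, with 0.00048 to 0.061 over the alternatives). Ctsl was under the fold limit without TFEB overexpression replicate 2, at 0.56, and with equal medians, at 0.55.

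The autophagy list did not pass (adjusted p = 0.45), with a median of -0.07 (0.03 with arrays scaled to fast fibre genes) and 1 of 35 genes past the threshold, the kinase gene Ulk2, lower 1.76-fold, while 10 were lower and 1 higher at an adjusted p under 0.05 with no fold limit. In the list of the MiT/TFE family and its nutrient-sensing partners (median -0.22, adjusted p = 0.45), 1 gene rose and 3 fell of 17, Tfeb itself having been left out of this list. Rragd, a Rag GTPase of the mTORC1 pathway, was lower 3.06-fold, Tsc1 1.90-fold and the calcineurin subunit gene Ppp3cb 1.82-fold, while Lamtor1, a lysosomal anchor of mTORC1, was higher 1.59-fold. Among ubiquitin ligases and proteasome genes of muscle atrophy (median -0.03, or 0.07 scaled to fast fibre genes, adjusted p = 0.52), 1 of 38 passed, the proteasome subunit gene Psmd7, lower 1.55-fold. The counts were the same adjusted over each of these 3 lists, as they were for all lists below unless another count adjusted over the list alone is given. With the mean of each gene's probe sets, Ppp3cb (-0.36), Tsc1 (-0.51), Lamtor1 (0.34) and Psmd7 (-0.39) did not pass. Without GFP control replicate 2, 2 autophagy genes, 4 of the MiT/TFE list and 2 of the atrophy list were lower.

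The oxidative phosphorylation genes moved little, and 72 of 74 did not pass. At an adjusted p under 0.05 with no fold limit, 17 of these genes were higher and 2 lower. Their list was higher than other genes by camera (adjusted p = 0.0019, and adjusted p = 0.94 with an estimated correlation), with a median log2 fold change of 0.09 over 74 genes, 0.02 with equal medians and 0.19 scaled to fast fibre genes. Only Cox6a1 (2.01-fold) and Cox7c (1.61-fold), both subunits of cytochrome oxidase, passed the threshold. The GFP mean of the Cox7c probe set was 5.70, against a median level of 12.3 for the list in GFP control replicates 1 and 3. In the tricarboxylic acid cycle list (median 0.13, adjusted p = 0.15) the pyruvate carboxylase gene Pcx was lower 2.01-fold and Suclg2 1.58-fold, of 26 genes. The mitochondrial biogenesis regulators (median -0.02, or 0.08 scaled to fast fibre genes and -0.05 with the brightness filter, adjusted p = 0.996) held 1 gene that rose, Ppargc1b, and 2 that fell, Nrf1 and the transcription factor gene Tfb2m, lower 1.63-fold, of 20. With 1 array left out, the median of these regulators ran from -0.06 (without GFP control replicate 2) to 0.02 (without TFEB overexpression replicate 2). In the list of mitochondrial dynamics and mitophagy (median -0.10, or 0.01 scaled to fast fibre genes, adjusted p = 0.67) 1 of 12 genes passed, the kinase gene Pink1, lower 1.54-fold. The median of this list ran from -0.17 (without TFEB overexpression replicate 1) to -0.02 (without TFEB overexpression replicate 3) with 1 array left out. Of 28 fatty acid oxidation genes (median 0.05, or -0.02 with equal medians, adjusted p = 0.32), Ehhadh, a peroxisomal enzyme, was lower 2.03-fold and Acot2 1.58-fold. The median of these genes was 0.015 without GFP control replicate 2 and -0.0036 without TFEB overexpression replicate 2. It was 0.12 without TFEB overexpression replicate 3. Without TFEB overexpression replicate 3, the tricarboxylic acid cycle and fatty acid oxidation lists passed with a higher direction (adjusted p = 0.027 for each, against up to 0.48 and 0.77 over the alternatives, and 0.94 for each with all arrays and an estimated correlation). Suclg2 and Acot2 were under the fold limit without that array (-0.51 and -0.53) and missed the adjusted p without GFP control replicate 1 or 3, with up to 0.059 for Suclg2 and 0.053 for Acot2. Pink1 was under the fold limit without GFP control replicate 1 (-0.57) or TFEB overexpression replicate 3 (-0.58), and Cox7c with the mean of its probe sets (0.48).

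Genes of glucose and glycogen metabolism changed in both directions. Of 25 genes of glucose uptake and glycolysis (median 0.04, or -0.03 with equal medians, adjusted p = 0.60), 5 rose and 4 fell. Eno2, Hk1, Slc2a1 and Hk2 rose, and Slc2a3 and the red cell enzyme gene Bpgm fell, the latter by 1.73-fold. Of 23 glycogen genes, 4 rose and 2 fell. Gys2, the liver form of glycogen synthase, rose 4.83-fold, Stbd1, which tethers glycogen to membranes, 2.84-fold, the branching enzyme gene Gbe1 2.24-fold and Pygb, the brain form of glycogen phosphorylase, 2.11-fold, while the phosphorylase kinase subunits Phkg1 and Phkb were lower 2.20-fold and 1.61-fold. The median of this list was -0.18 and its mean 0.10, of opposite sign, and the list did not pass (camera adjusted p = 0.92). In the list of nitric oxide, AMPK and insulin signalling (median 0.10, adjusted p = 0.11), 5 of 21 genes rose and 2 fell. The rises included the adaptor gene Grb10 (3.75-fold), the AMPK subunit gene Prkag2 (2.45-fold), Nos1 and Akt1 (2.25-fold). Stk11, the kinase upstream of AMPK, was lower 1.85-fold and Irs2 1.52-fold, the latter under the fold limit without GFP control replicate 1 (-0.51). Without GFP control replicate 2, 6 genes rose and 5 fell in the glucose list, 4 rose and 3 fell in the glycogen list and 4 rose and 3 fell in the signalling list.

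The list of embryonic and regenerating muscle showed the broadest rise among the muscle lists. Of 27 genes 19 rose and none fell, with a median log2 fold change of 1.79 (camera adjusted p = 2.6e-12, fry adjusted p = 0.00087). With an estimated correlation the adjusted p = 0.50. Besides Myh8, the growth factor gene Igf2 rose 12.3-fold, Mest 7.98-fold and Chrna1, a subunit of the muscle acetylcholine receptor, 5.36-fold. All 6 arrays followed their group, the list's mean deviation lying between -1.04 and -0.91 in the GFP arrays and between 0.85 and 1.14 in the TFEB arrays. Of the 11 slow fibre contractile genes, 2 were also in another list, as were 2 of the 27 embryonic genes. The slow fibre list was not tested without its shared genes. The slow fibre contractile genes were higher as a list (median 0.55, adjusted p = 0.033, and adjusted p = 0.94 with an estimated correlation), with 2 of 11 past the threshold, the calcium store gene Casq2 (5.33-fold) and the slow troponin gene Tnni1 (2.85-fold). This call was lost without GFP control replicate 2 (adjusted p = 0.14), GFP control replicate 3 (adjusted p = 0.083) or TFEB overexpression replicate 1 (adjusted p = 0.11), the adjusted p ran from 0.00034 to 0.18 over the alternatives, and the median was 0.91 without GFP control replicate 1. Tnni1 missed the adjusted p without GFP control replicate 3 (adjusted p = 0.062), TFEB overexpression replicate 1 (adjusted p = 0.057) or TFEB overexpression replicate 3 (adjusted p = 0.067). No fast fibre contractile gene of 14 passed (median -0.05, or 0.05 scaled to these genes, adjusted p = 0.63). The 2 of smallest p were Myoz1, at -0.42 ± 0.074, and Myh1, at 0.45 ± 0.089, and Myoz1 passed with the mean of its probe sets (-0.99). The list's median GFP level of 14.1 was close to the array's maximum of 14.4, where changes are compressed.

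In the amino acid and unfolded protein stress list (median 0.39, adjusted p = 0.10), 7 genes rose and 1 fell of 27. The amino acid transporter gene Slc7a5 rose 5.15-fold, the serine synthesis gene Psat1 2.47-fold, Aldh18a1, of proline synthesis, 2.15-fold and the asparagine synthetase gene Asns 1.68-fold, whereas Chac1, which degrades glutathione, was lower 3.42-fold. The list passed without GFP control replicate 2 (10 higher, 1 lower, adjusted p = 0.031), with equal medians (median 0.32, adjusted p = 0.037) and with the mean of each gene's probe sets (median 0.15, adjusted p = 0.038), with up to 0.31 over the alternatives and 0.94 with an estimated correlation. Asns missed the adjusted p without GFP control replicate 1 (adjusted p = 0.069), TFEB overexpression replicate 2 (adjusted p = 0.072) or replicate 3 (adjusted p = 0.063), and Aldh18a1 did not pass with the mean of its probe sets (0.54). The cell cycle list was higher than other genes (median 0.36, adjusted p = 0.013, and adjusted p = 0.94 with an estimated correlation), with 3 genes that rose and 2 that fell of 29 (1 and 2 adjusted over the list alone). Rrm2 (3.28-fold), the cyclin D1 gene Ccnd1 (2.30-fold) and the cyclin A2 gene Ccna2 (1.88-fold) rose, and Rrm1 (1.70-fold) and Aurka (1.55-fold) were lower. The list's mean deviation was 0.34 in GFP control replicate 2, and -0.55 and -0.57 in the other controls. It was 0.11 to 0.42 in the TFEB arrays. The macrophage list also lay high in that control (0.90), so the arrays do not tell in which cells the cell cycle genes moved. Without GFP control replicate 2, 15 cell cycle genes were higher (median 0.63, adjusted p = 2.0e-07), and the list missed the threshold without GFP control replicate 1 (adjusted p = 0.069) or replicate 3 (adjusted p = 0.090), with up to 0.31 over the alternatives. Rrm2 and Ccna2 missed the adjusted p without any 1 of the 5 other arrays (up to 0.11 and 0.14) and with the intensity trend (adjusted p = 0.073 and 0.055), Ccna2 also with repeated quantile normalization (adjusted p = 0.054) and the replicate block (adjusted p = 0.058), Ccnd1 without GFP control replicate 3 or TFEB overexpression replicate 2 or 3 (up to 0.072), and Aurka was under the fold limit without GFP control replicate 1 (-0.58), as was Rrm1 with the mean of its probe sets (-0.52).

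Markers of connective tissue and vessels were higher in the TFEB group. Of 25 genes of fibroblasts and extracellular matrix, 20 rose and none fell (21 adjusted over the list alone), with a median log2 fold change of 1.40 (camera adjusted p = 2.2e-13, fry adjusted p = 0.0045). With an estimated correlation the adjusted p = 0.81. The periostin gene Postn rose by 4.25 ± 0.23 (log2 fold change ± SE), the tenascin gene Tnc 5.30-fold and the collagen genes Col5a2 and Col5a1 3.57-fold and 2.81-fold. Of 16 endothelial genes 10 rose and none fell (median 0.86, camera adjusted p = 1.8e-06, and adjusted p = 0.81 with an estimated correlation). Tie1 rose 2.93-fold, the junction genes Cdh5 and Cldn5 2.56-fold and 2.49-fold and Esam 2.10-fold.

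Immune markers were read against GFP control replicate 2, which had the highest mean deviation of the 6 arrays for the interferon response, macrophage, T and NK cell and B and plasma cell lists (1.55, 0.90, 1.24 and 0.78). Its neutrophil list lay at -0.12, against 0.10 to 0.12 in the TFEB arrays, and Cd68 was lower in it (8.34) than in the TFEB arrays (9.63 to 9.84). Over its 2 fellow controls, its median difference was 2.59 for the interferon response list, 2.31 for macrophages and 1.69 for T and NK cells (log2), but -0.10 for the embryonic muscle list and -0.17 for fibroblasts and extracellular matrix. With all arrays, 4 of 28 macrophage genes rose and none fell (2 adjusted over the list alone). These were Lgals3 (8.03-fold), Cd68 (6.62-fold), Ms4a7 (4.89-fold) and Clec7a (4.12-fold), and the list was higher than other genes (median 1.24, adjusted p = 0.0019, and adjusted p = 0.94 with an estimated correlation). The macrophage list missed the threshold with arrays scaled to fast fibre genes (adjusted p = 0.060). Without GFP control replicate 2, 25 of the 28 were higher and the median was 2.10, against 0.72 without GFP control replicate 1 and 0.79 without GFP control replicate 3. Clec7a and Ms4a7 missed the adjusted p without any 1 of the 5 other arrays (up to 0.12 and 0.14) and with the intensity trend (adjusted p = 0.098 and 0.11). No interferon response gene of 22 passed with all arrays (median 0.55, adjusted p = 0.11), the 2 of smallest p being Rsad2, at 1.77 ± 0.58, and Mx2, at 0.79 ± 0.29, while 21 were higher without that array (median 1.42, adjusted p = 3.5e-10 for the list, with up to 0.56 over the alternatives). The list also passed with all 6 arrays under array weights (median 1.08, adjusted p = 0.0010), equal medians (median 0.48, adjusted p = 0.024) and the replicate block (adjusted p = 0.041), whereas with an estimated correlation the adjusted p = 0.94. The median was 0.15, 0.19 and 0.37 without GFP control replicate 1, GFP control replicate 3 and TFEB overexpression replicate 3. Rsad2 passed without GFP control replicate 2 (2.47), with array weights (2.24, adjusted p = 0.0066), equal medians (adjusted p = 0.049), the brightness filter (adjusted p = 0.048) and the replicate block (adjusted p = 0.048), and Mx2 passed without TFEB overexpression replicate 1 (1.03) and with array weights (0.86, adjusted p = 0.040) and stood at 0.45 without TFEB overexpression replicate 3. For T and NK cells (median -0.11, or -0.00 over the 7 genes kept by the brightness filter, adjusted p = 0.63) 1 of 21 genes passed, Cd27, lower 2.01-fold (0 adjusted over the list alone), and without GFP control replicate 2 there were 7 higher with a median of 0.41 (adjusted p = 0.0035, with up to 0.79 over the alternatives and 0.97 with all arrays and an estimated correlation). The median of this list was -0.28 without GFP control replicate 1 and -0.30 without GFP control replicate 3. The TFEB mean of Cd27 was low (3.59), where folds are the least precise. Cd27 missed the adjusted p without GFP control replicate 3 (adjusted p = 0.060), TFEB overexpression replicate 1 (adjusted p = 0.061) or replicate 3 (adjusted p = 0.074).

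The other cell type lists did not pass. The B and plasma cell list (median -0.14, mean 0.19 of opposite sign, camera direction higher, adjusted p = 0.92, and median 0.30 without GFP control replicate 2 or 0.06 without TFEB overexpression replicate 1, and 0.65 over the 4 genes kept by the brightness filter) had 1 of 10 genes higher, the signalling adaptor gene Blnk (4.05-fold). The neutrophil list (median -0.08, or 0.02 scaled to fast fibre genes and 3.25 for S100a8, the 1 gene kept by the brightness filter, mean 0.21 of opposite sign, camera direction lower, adjusted p = 0.97) had 2 of 12 higher, S100a8 (9.51-fold) and S100a9 (1.52-fold), the latter under the fold limit without GFP control replicate 2 (0.52), TFEB overexpression replicate 1 (0.58) or TFEB overexpression replicate 3 (0.57), and with array weights or equal medians (0.54 each). Among 11 adipocyte genes (median -0.32, adjusted p = 0.55) Cidea was higher 1.84-fold, with 1 higher and 3 lower without GFP control replicate 2 (median -0.43), and among 8 Schwann cell genes (median -0.25, adjusted p = 0.60) Egr2 was higher 1.70-fold (0 adjusted over the list alone). Egr2 missed the adjusted p without any 1 of the 5 arrays other than GFP control replicate 2 (up to 0.15) and with the mean of its probe sets (adjusted p = 0.066), and the Schwann cell median was -0.07 without GFP control replicate 3. No red blood cell gene of 5 passed (median -0.18, or -0.45 for the 1 gene kept by the brightness filter, adjusted p = 0.62), the 2 of smallest p being Epb42, at -0.18 ± 0.074, and Hba-a2, at -0.24 ± 0.13.

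**Figure D3:**
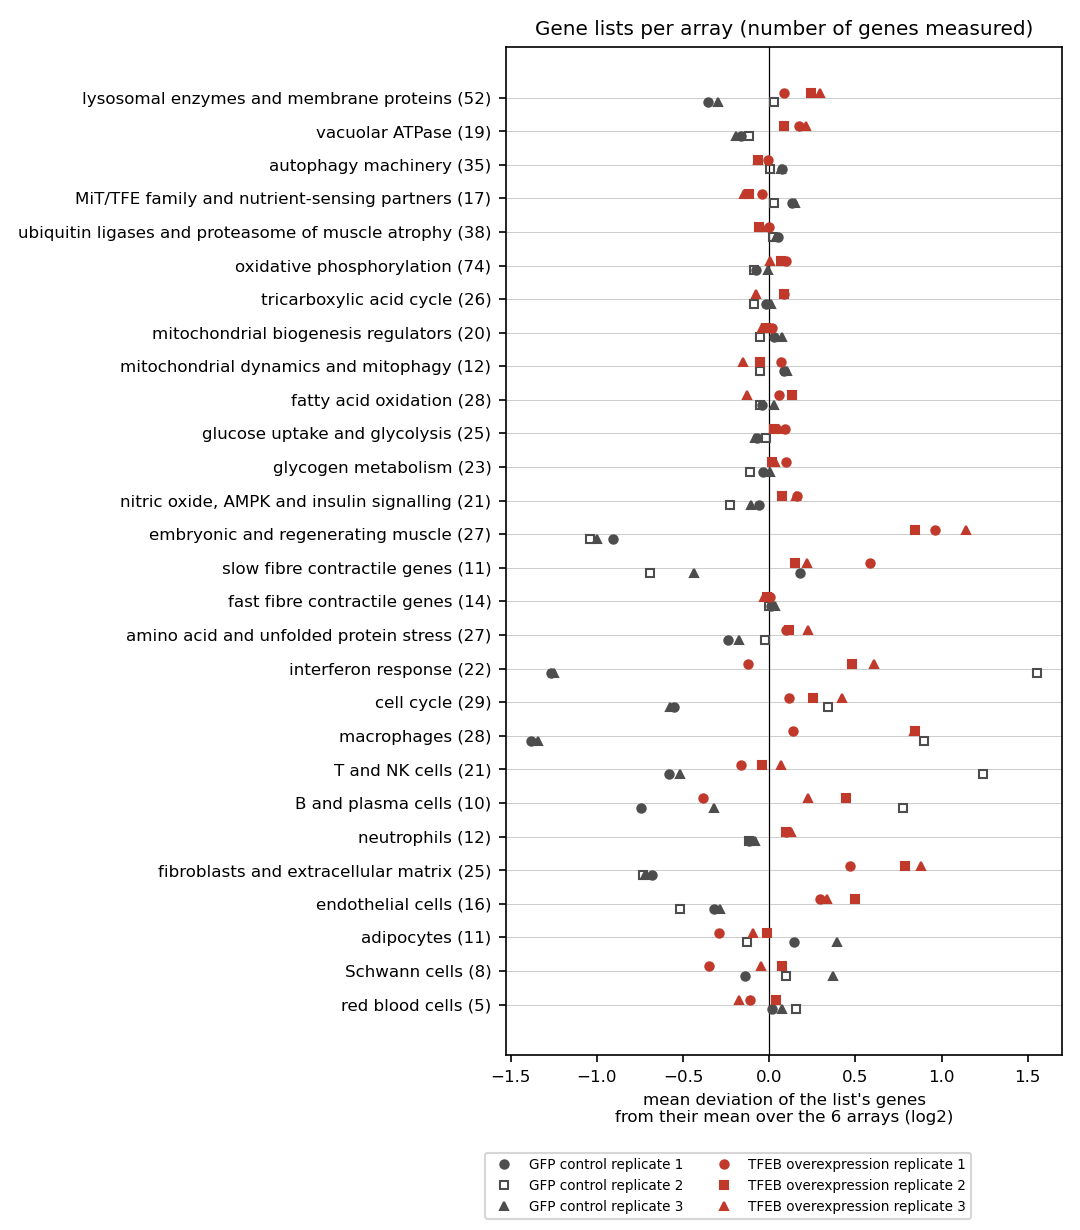
For each of the 28 lists, with its number of genes measured, the mean deviation of its genes from their mean over the 6 arrays (log2) is plotted per array, with GFP arrays in grey (replicate 2 as an open square) and TFEB arrays in red. The embryonic muscle list separates the groups, from -0.91 and below in GFP control to 0.85 and above in TFEB overexpression, whereas GFP control replicate 2 lies highest in the interferon response list, at 1.55.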

Values the study reported

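For muscle overexpressing TFEB, the study reported 1,514 genes as upregulated and 1,109 genes as downregulated.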

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

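No gene named by the rule and no gene list past its threshold changed direction under the alternatives run, while some genes and lists near 0 that did not pass changed sign. This does not cover the genes named only under other observations. The balance of probe sets turned from 1700 higher and 1382 lower to 1475 and 1789 with equal medians, and to 3273 and 4095 with no fold limit. The scaling to fast fibre contractile genes and the counts of lists without GFP control replicate 2 were added after the data were examined, and the other alternatives were planned. Leaving out each array in turn gave 2429 to 4222 probe sets and 1343 to 2318 genes past the threshold, 6 to 8 of the study's genes, 7 to 11 gene lists and a Tfeb log2 fold change from -0.86 to -0.71. The threshold mattered more. With no fold limit 7368 probe sets and 4160 genes passed, with a 2-fold limit 1031 probe sets, 608 genes and 3 of the study's genes, and with limma's treat against 1.5-fold 503 probe sets, 307 genes and 2 of the study's genes, as the construction of these limits implies. Of the 9 gene lists called by camera, 0 remained with an estimated correlation (1 of 28 had an unadjusted p under 0.05), and fry called 4. These 4 were the embryonic muscle, fibroblast, endothelial and vacuolar ATPase lists. Fry missed the lysosomal (adjusted p = 0.053), slow fibre (adjusted p = 0.089) and oxidative phosphorylation lists (adjusted p = 0.12). It also missed the macrophage (adjusted p = 0.33) and cell cycle lists (adjusted p = 0.43). Arrays scaled to the fast fibre contractile genes gave 1791 genes and 6 lists, without the slow fibre, cell cycle and macrophage lists (adjusted p = 0.11, 0.11 and 0.060), and the cause was not tested. The two-tailed test of the study's general statistics gave 9087 probe sets at its unadjusted threshold, 4773 after Benjamini-Hochberg and 2263 with the fold limit.

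With the replicate number as a block, 3052 probe sets, 1671 genes, 7 of the study's genes and 10 lists passed, and Tfeb stayed at -0.77. The deviations of same-numbered arrays correlated at 0.42, 0.17 and -0.23, so the numbers were not taken to pair the samples. Of 86 named genes past the threshold, 53 kept the call in every alternative with a 1.5-fold limit in which they were measured (the brightness filter kept 96 of the 106 named genes). The call was lost by 19 without some array, by 11 with the mean of a gene's probe sets, by 7 with the scaling to fast fibre contractile genes and by 18 with the two-tailed test of the study's general statistics after Benjamini-Hochberg (Slc2a1, Atp6ap2, Atp6v0a1, Suclg2, Acot2, Tnni1, Psat1, Asns, Chac1, Ccnd1, Rrm2, Ccna2, Lgals3, Cd68, Clec7a, Ms4a7, Cd27 and Egr2), and 3 others passed without some array. Signal over background was not tested, which limits the dim probe sets.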

Other observations

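The permutation of genes and the tests of GFP control replicate 2, of muscle fibre RNA behind the Tfeb value, of nerve contact and of skin were chosen after the results were seen. Several imprinted genes, which are expressed from 1 parental copy, were among the strong rises. Besides Igf2 (12.3-fold), Mest (7.98-fold) and Grb10 (3.75-fold) of the lists, Peg3 rose by 3.22 ± 0.19, Meg3 by 2.98 ± 0.19, Plagl1 by 2.61 ± 0.21, Rian by 2.21 ± 0.29 and Dlk1 by 1.78 ± 0.28 (log2 fold change ± SE, n = 3 and 3), named here after their values were seen. Plagl1, Rian and Dlk1 were not among the genes that prompted the list. Of 26 imprinted genes 9 rose and 1 fell. The hypothesis that imprinted genes rose as a set was tested on the 21 genes left after taking out 5 that had prompted it, Igf2, Mest, Peg3, Meg3 and Grb10. The remaining genes had 4 higher and 1 lower, a median of -0.03 and a mean of 0.26 (camera p = 0.47, and p = 0.055 for the mean by permutation of genes, two-sided). The mean rests on Plagl1, Rian and Dlk1. A missed p had been set to speak against the hypothesis, but it does not show that the set did not rise, and 4 of 21 rose where 1068 of 12393 genes of the array did, so the hypothesis stays open.

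Late cornified envelope genes, normally of skin, were also seen to rise. Lce1a2 rose by 4.06 ± 0.37, Lce1f by 3.23 ± 0.39 and Lce1b by 1.66 ± 0.52, the last not passing without GFP control replicate 2 (1.36, adjusted p = 0.072), and the other 8 of 11 did not pass. Skin taken with the muscle in the TFEB group was tested as their source, and keratinocyte markers had a median log2 fold change of -0.91, with none of Krt5, Krt14 and Krt10 higher, though Ivl, the involucrin gene of cornified skin, was 1 of 22 markers higher (1.12 ± 0.26, adjusted p = 0.018) and Ppl 1 lower. That median rests on GFP control replicate 1, in which 14 of 22 markers were over 2-fold above the other controls. The mean deviation of the markers was 1.91 in that array, -0.44 and -0.24 in the other controls and -0.40 to -0.43 in the TFEB arrays, so the TFEB arrays held no more of them on average than those controls, which argues against skin as the source but leaves the rise of Ivl without an account.

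GFP control replicate 2 stood apart by 472 genes over 2-fold above its fellow controls, with interferon-inducible GTPases at a median of 4.10. An exchange with a TFEB array was argued against, since the embryonic muscle list differed from the other controls by -0.10 where the group difference without that array was 1.79. Whether it held the same mix of immune cells as the TFEB arrays stays open, since the gap over the TFEB mean was larger for T and NK cell markers than for macrophage markers by 1.14, but T and NK cell markers lie near the floor of the array in the other arrays. Lymphoid tissue taken with the muscle cannot be told apart from immune cells within it, since the B and plasma cell markers rose by a median of 0.77 but are near that floor too. No biological explanation was tested, as the design gives none for 1 control array.

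The Tfeb probe set was lower where Tfeb was delivered. A lower share of muscle fibre RNA stays open. Oxidative phosphorylation and fast fibre contractile genes had a median of 0.0741 (88 genes). The 22 oxidative phosphorylation genes below the top of the scale had a median of 0.14. The fast fibre genes lie near that top, and the paper reports that TFEB overexpression raised respiratory chain genes. Neither set therefore measures fibre RNA alone. Whether the probe set reads a part of the transcript that the vector does not carry stays open, since the only Tfeb probe set (-0.77) leaves none to compare it with. A fall of the animal's own Tfeb transcript is the biological candidate explanation, and it was not tested.

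The rise of embryonic muscle genes was weighed against 3 explanations. For scaling or less fibre RNA, a shift of whole arrays was argued against, since the autophagy list had a median of -0.07 against 1.79. With each array shifted to the fast fibre contractile genes the embryonic median was 1.89, but those genes lie near the top of the scale. Oxidative phosphorylation genes below that top did not fall, but the paper reports that TFEB overexpression raised respiratory chain genes. Less fibre RNA therefore stays open. Satellite cells and myoblasts stay open, since 7 of their 16 genes rose and none fell. The median was 0.60 (camera p = 0.00011, adjusted p = 0.11 with an estimated correlation). Mymk was higher by 2.57 ± 0.21 and Myf5 by 0.94 ± 0.14, while Pax7, at 0.26 ± 0.13, did not pass. Loss of nerve contact stays open, since 9 of 14 extrasynaptic and denervation genes rose (median 0.77, camera p = 7.7e-05, adjusted p = 0.11 with an estimated correlation), but 6 of the 14 belong to the embryonic list and the other 8, of which 4 rose and Musk and Dach2 fell, missed 0.05 as a set (median 0.54, camera p = 0.10, and p = 0.19 for the mean by permutation of genes, two-sided). An effect of TFEB itself, the biological explanation of the design, was not tested apart from these.

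The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 3082 probe sets, 1675 genes and 7 of the study's genes, and the highest other split gave 0 of each (1 of 10 splits as large). For the gene lists, 7 of 10 splits gave at least the real count of 9, and the highest other split gave 14. Of the 9 lists, 4 had a median at least as large in another split, macrophages (1.93 against 1.24), cell cycle (0.48 against 0.36), slow fibre (0.64 against 0.55) and oxidative phosphorylation genes (0.0973 against 0.0889).

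The genes lower in the TFEB group numbered 607 at the study's stated limits with the brightest probe set per gene and 966 with the probe set of smallest p. Both are lower than the value quoted from the study above. The counts of genes higher, 1068 and 1200, were also under the study's value. With the brightest probe set the factor was smaller for genes higher than for genes lower, and with the probe set of smallest p it was larger. Counted as probe sets, 1382 were lower and 1700 higher, each above the study's count of genes.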
